A study of Mus musculus with 2 samples.

How the data were processed

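Tumour-infiltrating leukocytes were profiled by droplet single-cell RNA sequencing of 3' transcript ends. The labels describe male mice aged 8 to 12 weeks that carried a tamoxifen-inducible Cre recombinase (R26CreERT2) and either Trex1 alleles both flanked by loxP sites (here Trex1 iKO) or one such allele and one wild-type allele (here Trex1 control). The control is therefore heterozygous for the conditional allele, not wild type. B16-F10 mouse melanoma cells, 1000 in Matrigel, were injected into the skin of both legs. Tamoxifen, 1 mg, was given on 3 days from day 5, and tumours were taken on day 14. Live CD45-positive cells were enriched on beads and sorted, per the labels' protocols, so every share of cells below is a share of sorted leukocytes. Cells of 4 samples per genotype were marked with hashtag antibodies (TotalSeqA) and run as one pool per genotype. The 8 hashtagged samples were the replicates, 4 per genotype. The labels do not say whether each is 1 mouse. Genotype and pool are the same split of the samples, no pool held both genotypes, and the 2 cannot be told apart in any comparison below.

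The deposited matrices hold whole-number UMI counts per gene and cell barcode, written by Cell Ranger 7.1.0 per the file headers, with one matrix per hashtagged sample. The reference build, the intron setting and the rule that assigned barcodes to hashtags are not given in the sources used here. The files were checked before use. In 7 of the 8 matrices every cell had its own sample's hashtag as its highest, and in the other, iKO sample 3, 99.8% did. No barcode was shared between matrices of one pool. Counts of replicates of one group differed by 9.50 to 284 times the sampling noise (chi-square per degree of freedom over genes), so none was a duplicate. Hashtags and 92 spike-in features, which had 0 counts, were left out, which left 32432 genes.

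The deposited barcodes numbered 23731. Cells were kept with at least 300 detected genes and at most 10% mitochondrial counts, which removed 1241. Doublets were scored per sample with Scrublet in scanpy 1.11.5 (expected rate 0.06), and 438 cells with a score over 0.25 (1.95% of the cells scored) were removed, which left 22052. This fixed score was set after the automatic thresholds, 0.251 to 0.511, were seen to differ between samples. Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes, 30 principal components and 20 nearest neighbours entered Leiden clustering (leidenalg 0.10.2, resolution 2). The gene lists below, Trex1, receptor and immunoglobulin segments, mitochondrial genes, genes with ribosomal protein symbols and sex-linked genes were kept out of the clustering. No deposited annotation of cell types was used here, so the class names were rebuilt.

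Clusters were called after a cell type, as "X-like", from markers fixed before the data were examined. Each marker's mean was divided by its highest cluster mean and averaged over a type's markers. T cell clusters were split by detection of Foxp3, Cd8a, Cd4 and Trdc in at least 50% of cells. A cluster stayed unnamed with fewer than 3 detected markers, with more leading genes of another type, with markers of more than 1 lineage, or with a low UMI count and no marker among its leading 10 genes. The resolution and these naming thresholds were set after the data were seen. They left 4 clusters unnamed: 5 and 24 (T cells with Tcf7 and Lef1 among their leading genes), 27 (low UMI count) and 33 (B and macrophage markers together). Of the marker and list genes, Mx1, Mx2, Tcrg-C1 and Cd163l1 were not analysed here.

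Counts were summed per sample over all kept cells and per class, for profiles with at least 20 cells, and a class was tested where each group kept at least 3 samples. Tests used edgeR 4.0.16 in R 4.3.3: TMM normalization, filterByExpr, and the quasi-likelihood test with Benjamini-Hochberg adjustment within each profile and a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. CPM values of tested genes use TMM factors, and those of Trex1, Atrip, marker sets and list means use the profile's summed counts alone. In simulated counts with the real means and library sizes and 200 genes changed 4-fold, the script recovered 85.5% of those genes in the whole-sample profile of 13460 genes. Recovery in the classes ran from 88.5% of them in neutrophil-like profiles (6273 genes) to 95.0% in CD8 T-like profiles (9296 genes). The false share of calls was 4.33% in the whole-sample profile and 2.04% to 7.95% in the classes, where the CD8 T-like profiles, at 7.95%, were over the 5% aimed for.

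Gene lists were 9 in number and fixed before the data were examined: type I interferon response, interferon gamma response, cytotoxic effector, exhaustion, memory or progenitor, proliferation, chemokines, immunosuppressive macrophage and dissociation stress. Each with at least 5 tested genes was tested with limma's camera (limma 3.58.1, preset correlation 0.01) and adjusted over all 74 tests. Class shares were compared by exact two-sided permutation of the 70 assignments, whose smallest p is 0.0286, adjusted over 11 named classes. The difference between the interferon effects in 2 classes was tested by exact two-sided permutation of a per-sample difference of mean log2(CPM + 1).

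Named genes followed a rule that was also fixed before the data were examined, as were the comparisons, tests and alternatives. The rule names Trex1, and for each called list and profile up to 4 list genes of smallest p among those past the threshold. It adds up to 5 higher and 5 lower genes for the whole sample, and 3 and 3 per class, of largest absolute fold change among genes past the threshold with a mean CPM of at least 20 and no overlap between groups. Immunoglobulin and T cell receptor segments and genes without a symbol of their own were left out of that last part. The text gives a part of the 131 gene and profile combinations it names.

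Both groups number their samples 1 to 4. The correlations of same-numbered samples' deviations from their group means over the whole-sample profile were 0.50, 0.24, 0.15 and 0.54, all over 0.1, so the numbers were taken to pair the whole-sample profiles. The main tests did not use this pairing, which entered only as an alternative. The pairing is not specific: iKO sample 2 correlated more with control sample 1 (0.58) and iKO sample 3 more with control sample 4 (0.34) than with the sample of the same number. The labels do not say what a number marks. In no class profile were all 4 over 0.1. Alternatives were size factors and the Wald test of DESeq2 1.42.0, no low-count filter, the number as a block, thinning to equal profile totals (counts per cell were not equalised), all barcodes, doublets kept, other resolutions, other list tests, other share denominators and scales, and leaving out each sample. The alternative named all barcodes put back the barcodes that failed the cell filter, with called doublets still removed. Total counts ran from 17111065 to 96457227 per sample, and UMI totals per class profile from 169119 to 44460501. Intervals and limits given for counts cover counting error only.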

Results

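Leukocytes from B16-F10 melanomas were compared between tamoxifen-treated Trex1 iKO and Trex1 control mice, with 4 hashtagged samples per genotype. Trex1 encodes a DNA-degrading exonuclease, and the design text states the question as how its induced loss shapes the immune response to the tumour. The samples held 4034, 6117, 1362 and 2544 barcodes in Trex1 iKO samples 1 to 4 and 2172, 1828, 3016 and 2658 in control samples 1 to 4. Their total UMI counts were 64202856, 96457227, 19370674 and 36494617 in iKO and 24338001, 17111065, 27253988 and 33319752 in control. The median UMI count per cell was 12535.5 to 14221 in iKO samples and 5794 to 11490 in control samples, so the iKO cells held more counts each. After filtering, 22052 cells remained. All iKO samples were in one pool and all control samples in the other, so genotype and pool cannot be told apart.

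The targeted gene was examined first. Trex1 (ENSMUSG00000049734) had 2 counts over all kept cells, both in monocyte/macrophage-like cells of control sample 2, and 0 in each of the other 7 samples. The control mean was 0.0301 ± 0.0602 CPM (SD, n = 4) and the iKO mean was 0 CPM, where a count of 0 allows up to 0.0332 to 0.158 CPM per sample (3 counts of the total). Both values rest on counting limits and no fold is given. The gene was below the low-count filter. With no filter edgeR's test gave an adjusted p of 0.436, at counts too low to decide. In the GENCODE annotation used here, whose build may differ from that of the files, 100% of the last 300 bases of Trex1 lay in exons of another gene on the same strand, Atrip. Atrip (ENSMUSG00000025646) had 3171 counts, 11.5 ± 0.595 CPM in iKO and 8.61 ± 1.60 CPM in control (SD, n = 4 each). The loss of Trex1 can therefore not be checked from these counts, and the groups below are those of the labels.

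Class shares addressed whether the genotypes differed in which leukocytes were recovered by the CD45 sort. Monocyte/macrophage-like cells made up 47.7% ± 6.83 of kept cells in iKO and 33.1% ± 13.5 in control (SD, n = 4; exact permutation p = 0.114, adjusted 0.419). CD8 T-like cells made up 23.6% ± 16.5 and 10.5% ± 7.90 (exact permutation p = 0.229, adjusted 0.503), with sample values from 8.54% to 42.4% in iKO and from 3.22% to 21.3% in control. Neutrophil-like cells made up 3.98% ± 2.06 in iKO and 16.5% ± 4.96 in control, lower in all 4 iKO samples than in any control sample (exact permutation p = 0.0286, the smallest the design allows, adjusted 0.314). The alternative that moved this class most was edgeR's quasi-likelihood test on cell counts, which gave a log2 ratio of -2.06 and an adjusted p of 0.0258. CD4 T-like cells made up 2.55% ± 1.42 and 6.0% ± 2.97 (exact permutation p = 0.0857, adjusted 0.419), and B-like cells 2.51% ± 1.81 and 7.20% ± 8.52 (exact permutation p = 0.343, adjusted 0.629). In control sample 3 alone B-like cells reached 19.9%. For Treg-like, NK-like, cDC1-like, cDC2-like, mature DC-like and pDC-like cells the groups differed by less than the spread between samples, with adjusted exact permutation p from 0.503 to 0.771. No class passed the threshold after adjustment in this test, and at least 7 of the 11 classes would have had to reach the smallest p for any to pass. Unadjusted, 1 class was under 0.05. Clusters kept unnamed held 4.82% ± 1.93 of iKO cells and 11.1% ± 1.78 of control cells, and the unnamed T cell clusters among them held 2.19% to 5.72% in iKO samples and 7.91% to 10.8% in control samples. Class shares therefore also depend on the naming thresholds.

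**Figure D1:**
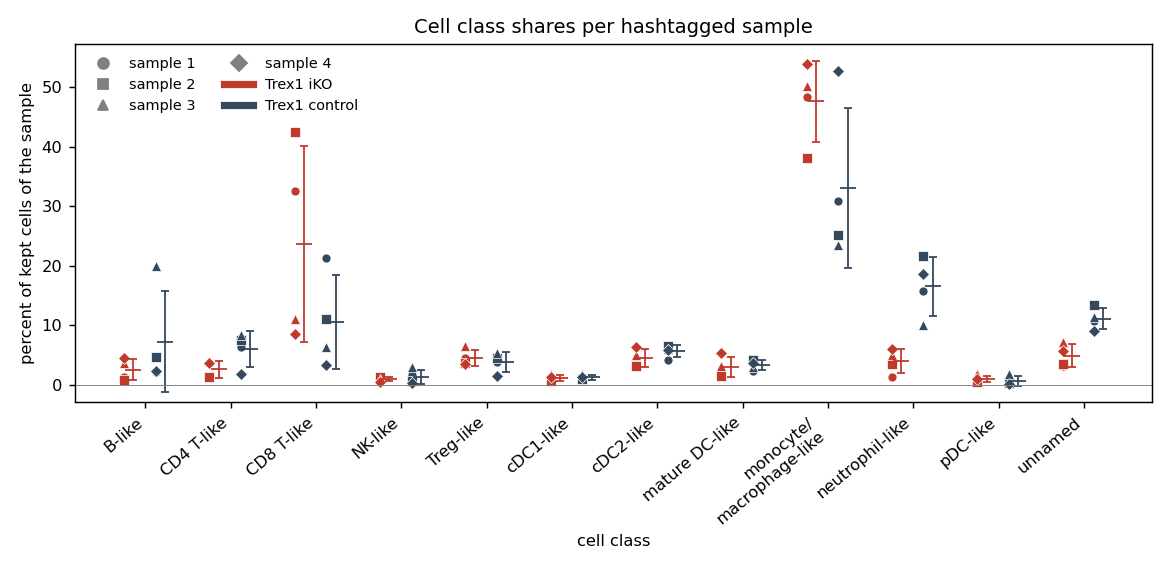
Percent of kept cells (vertical axis) in each cell class (horizontal axis) for each hashtagged sample, with marker shapes for sample numbers and colours for genotype; dashes and bars are the mean and SD of 4 samples. Neutrophil-like shares were 1.32% to 6.06% in iKO and 9.95% to 21.6% in control, without overlap.

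Over whole-sample profiles, edgeR's quasi-likelihood test called 337 of 13460 genes at an adjusted p under 0.05, with 229 higher and 108 lower in iKO. These profiles mix changes within cells with changes in class shares. The alternative that moved the count most was the DESeq2 Wald test, with 1367 genes at a near-even balance (700 higher and 667 lower), and the fit with the sample number as a block gave 694. Leaving out a sample lowered the count by over 1.5 times for iKO sample 1 (133), iKO sample 2 (147), control sample 2 (111) and control sample 3 (160). The CPM values of the groups did not overlap for 13.7% of the genes tested, where chance gives 2.86%. Ifi27l2a (ENSMUSG00000079017) was at 4507 ± 494 CPM in iKO and 1215 ± 135 in control (SD, n = 4), a log2 fold change of 1.89 ± 0.11 (SE) with an edgeR adjusted p of 0.000415. The largest rises among genes that met the naming rule were those of Ifi44 (3.72 ± 0.47, adjusted p 0.00628), Irf7 (2.74 ± 0.21, 0.000786), Oasl1 (2.39 ± 0.30, 0.00614), Ly6c2 (2.32 ± 0.28, 0.00560) and Ifit2 (2.30 ± 0.46, 0.0424). The largest falls were those of Hcar2 (-1.73 ± 0.32, 0.0333), Vegfa (-1.54 ± 0.31, 0.0432), Mirt1 (-1.45 ± 0.22, 0.0130), Dedd2 (-1.20 ± 0.25, 0.0476) and Errfi1 (-1.16 ± 0.22, 0.0338). Of these, 5 calls, at edgeR adjusted p of 0.0333 to 0.0476, were each lost when any 1 of 6 or 7 samples was left out. Leaving out iKO sample 1, 2 or 4 or control sample 2 took away the calls of Ifit2, Hcar2, Vegfa, Dedd2 and Errfi1. So did leaving out iKO sample 3 except for Ifit2, control sample 3 except for Hcar2, control sample 1 for Ifit2, and control sample 4 for Hcar2 and Dedd2. The edgeR adjusted p were then 0.0502 to 0.124 for Ifit2, 0.0509 to 0.118 for Hcar2, 0.0573 to 0.146 for Vegfa, 0.0563 to 0.153 for Dedd2 and 0.0555 to 0.119 for Errfi1.

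Within classes, 8 classes had enough samples to test. edgeR's quasi-likelihood test called 1335 of 11735 genes in monocyte/macrophage-like cells (708 higher and 627 lower in iKO), 542 of 9296 in CD8 T-like cells (317 and 225), 155 of 5780 in CD4 T-like cells (95 and 60), 154 of 9294 in cDC2-like cells (97 and 57), 140 of 7917 in Treg-like cells (82 and 58), 112 of 3294 in B-like cells (76 and 36), 98 of 6273 in neutrophil-like cells (90 and 8) and 15 of 7102 in mature DC-like cells (9 and 6). Classes differ in cells and depth, so these counts do not rank the classes. Leaving out 1 sample moved the count by over 1.5 times in 7 of the 8 classes, all but B-like. In CD4 T-like cells this was iKO sample 2 (102 genes), and in neutrophil-like cells control sample 4 (63). In CD8 T-like cells it was iKO sample 2 (271) and control samples 2, 3 and 4 (292, 325 and 361). In monocyte/macrophage-like cells it was iKO samples 1 and 2 (462 and 396) and control samples 2, 3 and 4 (409, 673 and 523). In Treg-like cells it was iKO samples 1 and 2 (35 and 61) and control samples 1 to 4 (367, 47, 14 and 73). In cDC2-like cells it was iKO samples 1 to 4 (25, 15, 284 and 247) and control samples 2, 3 and 4 (15, 17 and 36). In mature DC-like cells it was iKO samples 3 and 4 (34 and 121), and edgeR called 0 genes without iKO sample 1 or control sample 2, 3 or 4, where 763 to 909 genes had an unadjusted p under 0.05. DESeq2 called 116 there with all 8 samples (94 higher and 22 lower). The balance of neutrophil-like cells was 218 higher and 104 lower without the low-count filter.

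Over the pooled cells of each group, different clusters held most of 2 classes. Clusters 3, 9, 16, 17 and 21 each drew over 90% of their cells from iKO and held 16.4%, 15.0%, 11.4%, 10.8% and 8.11% of iKO monocyte/macrophage-like cells, against 2.13%, 1.25%, 2.33%, 1.35% and 1.45% of those in control. Clusters 1, 2 and 12 held 25.6%, 29.0% and 18.5% of control monocyte/macrophage-like cells and 9.48%, 7.72% and 4.45% of those in iKO. Cxcl10, Ifit2 and Gbp2 led cluster 3, and Mmp12, Arg1 and Hspa1a were among the genes that led cluster 2. CD8 T-like cells lay mostly in clusters 0 and 6 in iKO (33.4% and 21.0%) and in clusters 10 and 13 in control (36.6% and 31.1%). Samples with more cells weigh more in these pooled percents. iKO samples 1 to 4 held 1234, 2429, 142 and 207 CD8 T-like cells, so the iKO pattern of that class is mostly that of samples 1 and 2. A single sample supplied 69.2% of cluster 0 and 52.0% of cluster 6. Differences within the 2 classes are therefore sums over mixtures of clusters that were unlike over pooled cells.

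Irf7 (ENSMUSG00000025498) met the naming rule in several classes. Its log2 fold change was 3.15 ± 0.22 in B-like cells (edgeR adjusted p 9.73e-10), 2.42 ± 0.19 in CD8 T-like cells (0.000111), 2.78 ± 0.39 in monocyte/macrophage-like cells (0.00695) and 2.69 ± 0.30 in neutrophil-like cells (0.00106). Over the 8 classes, 1785 genes were called in at least 1 and 353 in at least 2. In monocyte/macrophage-like cells Arg1 fell from 765 ± 416 to 185 ± 32.8 CPM (log2 fold change -2.05 ± 0.37, adjusted p 0.0128) and Vegfa from 214 ± 57.5 to 73.6 ± 9.0 CPM (-1.54 ± 0.18, 0.00444). Retnla fell by 7.63 ± 2.01 on the log2 scale there (0.0408), but the size of this fall rests on control sample 3, at 210 CPM against 1.28 to 3.99 in the other control samples. Without that sample the fall was by 3.09 on the log2 scale with an adjusted p of 0.0557, and 6 of the other 7 samples, all but control sample 1, also took the call away when left out in turn (adjusted p up to 0.114). In CD8 T-like cells Slc16a11 fell by 2.80 ± 0.23 on the log2 scale (0.000135) and Fasl rose by 0.69 ± 0.10 (0.00287). The lower S100a8, Pf4, Apoe, Thbs1, Fn1 and H2-Aa in lymphoid-like and neutrophil-like cells are transcripts of other cell types. In Treg-like cells the call of Apoe was lost without control sample 3 (0.0681), and that of Fn1 without iKO sample 1, 2 or 3 or control sample 2, 3 or 4 (0.0629 to 0.179). Fixed neutrophil markers fell in lymphoid-like classes by 0.84 to 1.61 on the log2 scale, against 1.59 in the whole pool. Gzmb rose by 3.11 ± 0.43 in neutrophil-like cells (0.00241) and 2.42 ± 0.31 in monocyte/macrophage-like cells (0.00528), where T cell marker genes rose too. The reads of Rps27rt, lower in neutrophil-like cells, could be split with near-identical ribosomal genes, so its change is uncertain, and its call was lost without iKO sample 4 (0.0639) or control sample 4 (0.0558).

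Gene lists addressed whether interferon and effector programmes differed. The type I interferon list was higher in iKO in all 9 profiles, with mean log2 fold changes from 1.61 in B-like to 1.99 in neutrophil-like cells and every tested gene above 0 in each. All 9 passed camera's test, the largest adjusted p being 4.57e-47. In the whole-sample profile 41 of 43 list genes were called higher over all genes and 43 when adjusted over the list alone. The matching counts were 39 and 40 of 40 in CD8 T-like, 39 and 43 of 43 in monocyte/macrophage-like, 30 and 35 of 35 in CD4 T-like, 29 and 36 of 37 in Treg-like, 28 and 43 of 43 in cDC2-like, 35 and 41 of 41 in neutrophil-like, 15 and 19 of 19 in B-like and 3 and 37 of 37 in mature DC-like cells. None was lower. Per sample, the mean log2(CPM + 1) of the list did not overlap between groups in 8 of the 9 profiles (exact permutation p = 0.0286, the smallest possible). The exception was mature DC-like cells, at 6.88 ± 0.88 in iKO and 5.25 ± 0.59 in control (exact permutation p = 0.0571).

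**Figure D2:**
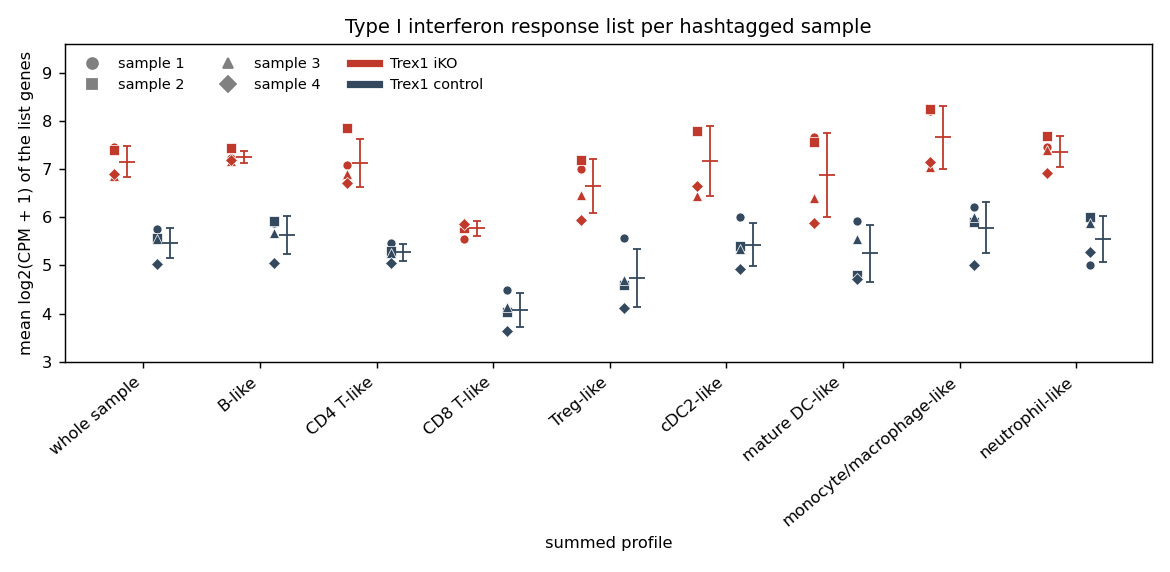
Mean log2(CPM + 1) of the type I interferon response list (vertical axis, from 3) in each summed profile (horizontal axis) for each hashtagged sample, with marker shapes for sample numbers, colours for genotype, and the mean and SD of 4 samples beside them. CD8 T-like cells were at 5.77 ± 0.16 in iKO and 4.07 ± 0.35 in control, and mature DC-like cells were the profile where the groups overlapped.

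Of 74 list tests, 38 passed camera's preset correlation of 0.01 at an adjusted p under 0.05. Of these, 12 also passed fry and 7 passed camera with an estimated correlation, so most calls hold only under the preset value. The type I list held under fry in all but cDC2-like (adjusted p 0.0531) and mature DC-like cells (0.0870). Under the estimated correlation it held in the whole sample, B-like, CD4 T-like, CD8 T-like and neutrophil-like cells. The other calls that held under both were the interferon gamma list in B-like and CD8 T-like cells. Those held under fry alone were the cytotoxic list and the chemokine list in CD8 T-like cells and dissociation stress in monocyte/macrophage-like cells.

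The interferon gamma list was higher in all 9 profiles, with mean log2 fold changes from 0.42 in CD4 T-like to 1.27 in neutrophil-like cells. In CD8 T-like cells 13 of its 23 genes were called higher over all genes and 17 when adjusted over the list alone, where 3 were lower. In CD4 T-like and Treg-like cells 3 of its genes, H2-Aa, H2-Eb1 and H2-Ab1, were called lower, and these are genes of antigen-presenting cells; without control sample 3 the call of H2-Ab1 in Treg-like cells was lost (edgeR adjusted p 0.0592). The cytotoxic effector list passed in 8 of 9 profiles, with mean log2 fold changes from 0.33 to 0.99; in CD8 T-like cells the mean was 0.50 (camera adjusted p 0.00303), and 1 of 15 genes was called over all genes and 5 when adjusted over the list alone. The exhaustion list passed in 0 of 8 profiles by camera, fry or the estimated correlation, with unadjusted camera p of 0.0483 in the whole sample, where its mean was higher in iKO (0.56), and 0.0464 in mature DC-like cells, where it was lower (-0.26). In CD8 T-like cells its mean was 0.23, with 1 of 12 genes called over all genes and 1 when adjusted over the list alone. Proliferation passed in the whole sample (mean 0.85) and in CD8 T-like cells (mean 0.47, camera adjusted p 1.08e-09), where 5 of 20 genes were called over all genes and 12 when adjusted over the list alone. The memory or progenitor list was lower in the whole sample (mean -0.56, camera adjusted p 0.00550), with 0 genes called over all genes by edgeR and 1 when adjusted over the list alone. Chemokines passed in CD4 T-like, CD8 T-like and mature DC-like cells, with means of 0.69, 0.47 and 0.64. The immunosuppressive macrophage list was lower in monocyte/macrophage-like cells (mean -1.39, camera adjusted p 0.00432), where 3 of 11 genes were called lower over all genes and 6 when adjusted over the list alone, where 1 was higher, and in cDC2-like cells (mean -0.96, 0.0220). The mean in monocyte/macrophage-like cells takes in Retnla, whose fall rests in size on control sample 3, and the median there was -0.89. Per sample, the mean log2(CPM + 1) of the list overlapped between the groups in that class. Its difference was -0.78 (exact permutation p = 0.0857, unadjusted). Dissociation stress genes were lower in the whole sample, cDC2-like, monocyte/macrophage-like and neutrophil-like cells, with means of -0.42, -0.16, -0.46 and -0.37. The mean and median of a list differed in sign in 7 of the 74 tests, none of them called. Camera's direction also went against the mean for the memory or progenitor list in B-like and Treg-like cells and for chemokines in Treg-like cells, again without a call.

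**Figure D3:**
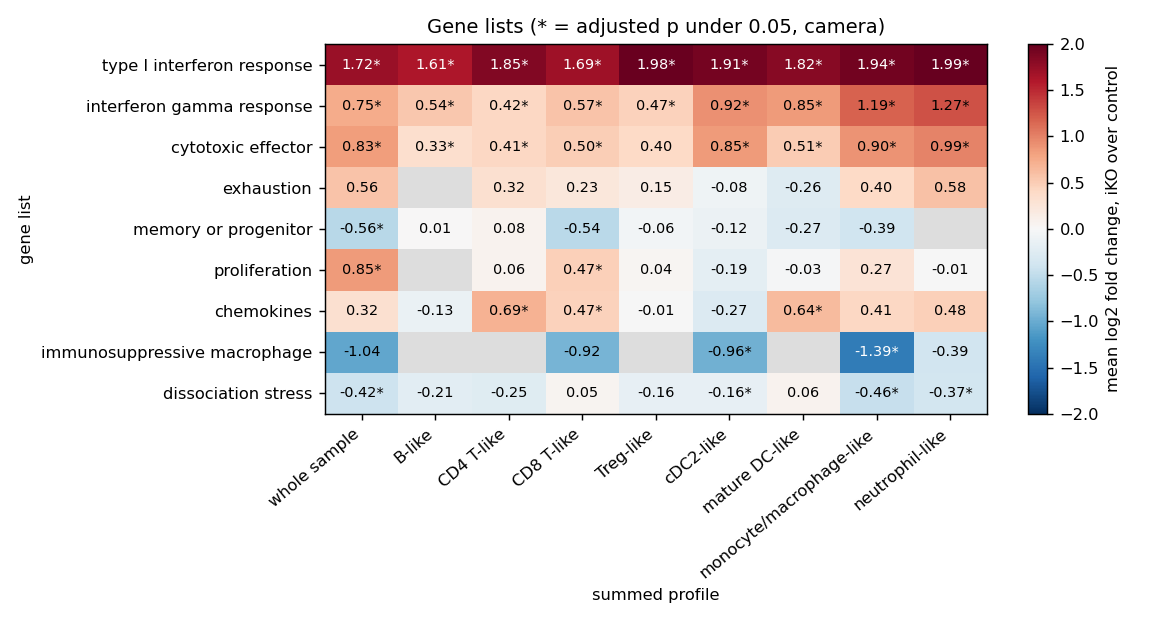
Mean log2 fold change (colour and number, iKO over control) of each gene list (vertical axis) in each summed profile (horizontal axis), with asterisks at an adjusted p under 0.05 in camera's test and grey where fewer than 5 list genes were tested. The type I interferon list ran from 1.61 to 1.99 over the profiles.

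Whether the interferon effect differed between lymphoid and myeloid cells was tested directly in CD8 T-like and monocyte/macrophage-like cells. Over 43 list genes, the mean log2(CPM + 1) was higher in iKO by 1.66 in CD8 T-like and by 1.87 in monocyte/macrophage-like cells. The difference of the effects was -0.21 (exact permutation p = 0.543, two-sided), less than the spread between samples. With a pseudocount of 10 it was -0.55 (exact permutation p = 0.286), the value that moved most, and without iKO sample 1 its sign changed, to 0.04 (exact permutation p = 0.914).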

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

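The tests of counts per B-like and pDC-like cell in control sample 3 were chosen only after the result was seen, and the rules for reading the tests of Retnla and of control sample 3 were tightened after their values were seen. In 312 groups of 4 samples, over class shares and named genes, 19 samples lay far from the other 3 of their group, where chance gives about 1 in 20 groups. By sample they numbered 2, 3, 1 and 2 in iKO samples 1 to 4 and 3, 0, 4 and 4 in control samples 1 to 4, so no sample held most of them and a pattern among them is no more than chance gives.

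Control sample 3 held 19.86% B-like cells, against 2.10% to 4.65% in the other control samples, and 1.73% pDC-like cells, against 0.122% to 0.294%. It was also the highest control sample for NK-like (2.87%), CD4 T-like (8.36%) and Treg-like cells (5.38%). Lymphoid tissue carried over into the tumour digest would bring resting T cells. The unnamed T clusters with Tcf7 and Lef1 among their leading genes held 8.92% of that sample and 7.91% to 10.8% of the other control samples, but most of their cells were in cluster 5, led by Klra7 and Txk and not shown to be such cells. Carry-over and a difference within the tumour cannot be told apart, since no class here marks that tissue. Called doublets and barcodes that failed the filter were already left out of the 19.86%. The share was 19.6% with the barcodes that failed the filter put back and at least 18.9% with either put back, against at most 4.52% in the other control samples. Uncalled doublets are argued against as the cause of these 2 shares, since they would hold the counts of both cells. B-like cells of control sample 3 held 4041 UMIs each, against 3801 to 4125 in the other control samples and a mean of 9601 over all cells of that sample, and pDC-like cells 10991, against 9928 to 11304 (3 to 5 cells each). Cells of low depth are argued against for pDC-like cells, which made up 3.32% of the cells with at least the sample's median count, against at most 0.589% in the other control samples. B-like cells made up 2.73% of the cells of control sample 3 with at least its median count, against at most 0.589% in the other control samples. This argues against low depth for the 37 of 539 B-like cells at or above that median. For the other B-like cells low depth stays open. Differences between mice or between the pieces of tumour taken, and a mislabelled sample, were not tested and stay open too.

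Retnla in monocyte/macrophage-like cells was at 210 CPM in control sample 3, against 1.28 to 3.99 in the other control samples, and at 1.09 CPM in iKO sample 3, against 0.0617 to 0.229 in the other iKO samples. Without control sample 3 edgeR's adjusted p was 0.0557 and the log2 fold change -3.09, and with each other sample left out the fold change was -8.58 to -7.16. A fall that comes from 1 outlying sample and one shared by all cannot be told apart by the loss of the call, since 6 of the other 7 samples, all but control sample 1, also took it away when left out in turn (adjusted p 0.0257 to 0.114 over the 7). The size of the fall depends on control sample 3, while all 4 control samples lay above all 4 iKO samples.

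Other named genes with a sample far from its group were, in iKO, Psmb8 in B-like cells of sample 2 (895 CPM, others 562 to 595), Isg15 (982, others 390 to 469) and Ifit3b (172, others 23.2 to 45.5) in CD4 T-like cells of sample 2, and Apoe in CD4 T-like cells of sample 4 (42.4, others 31.5 to 33.2). In CD8 T-like cells of iKO sample 1 they were Ifi213 (54.7, others 69.1 to 71.1) and Irgm1 (42.5, others 48.1 to 48.6), and in neutrophil-like cells of iKO sample 4 Gbp7 (102, others 176 to 186). In control they were Usp18 in CD4 T-like cells of sample 4 (0, others 6.72 to 7.93), Ifit3b in CD4 T-like cells of sample 3 (9.602, others 4.76 to 5.14) and Iigp1 in CD8 T-like cells of sample 1 (15.5, others 7.14 to 7.92). Fn1 (114, others 16.03 to 24.9) and Cxcl2 (334, others 99.9 to 121) were high in Treg-like cells of control sample 4, as was S100a9 in cDC2-like cells of the same sample (221, others 111 to 113). Oas1g was high in cDC2-like cells of control sample 1 (8.58, others 2.74 to 3.04) and Pf4 low in neutrophil-like cells of control sample 1 (58.8, others 87.6 to 92.2). No explanation was tested for these, technical or biological. Leaving out any 1 sample took no call from them except those of Fn1 and S100a9. The call of Fn1 in Treg-like cells was lost without iKO sample 1, 2 or 3 or control sample 2, 3 or 4 (edgeR adjusted p 0.0629 to 0.179), and that of S100a9 in cDC2-like cells without iKO sample 1 or 2 or control sample 2 or 3 (0.0504 to 0.0609).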

How the results depend on the processing

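Every alternative here was chosen before the data were examined. Except where a construction is named, the cause was not tested. The whole-sample count of 337 genes was within 1.5 times under DESeq2 size factors (331), no low-count filter (302), thinning (311), all barcodes (352) and doublets kept (364). DESeq2's Wald test called 1367, among them all 337. With sample numbers as a block, as pairs, the count was 694, of which 317 were shared. Leaving out a sample gave 111 to 489, with fewer samples in each fit; those that moved it over 1.5 times were iKO samples 1 (133) and 2 (147) and control samples 2 (111) and 3 (160).

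Class counts moved over 1.5 times as follows. DESeq2's test gave 347 in cDC2-like, 116 in mature DC-like, 2044 in monocyte/macrophage-like and 162 in neutrophil-like cells. Without the low-count filter, where more genes were tested, they were 182 in B-like, 253 in CD4 T-like, 397 in Treg-like, 317 in cDC2-like, 304 in mature DC-like and 322 in neutrophil-like cells. With the block they were 211 in Treg-like, 286 in cDC2-like, 51 in mature DC-like and 151 in neutrophil-like cells, although no class had all 4 number pairs correlated. Thinning to equal profile totals gave 67 in B-like, 339 in CD8 T-like and 75 in Treg-like cells. All barcodes gave 360 in CD8 T-like cells, and doublets kept gave 3 in mature DC-like cells. DESeq2 size factors and a doubled resolution moved none over 1.5 times. Balances moved too. In mature DC-like cells, with 9 genes higher and 6 lower, they were 94 and 22 by DESeq2, 234 and 70 without the filter, 42 and 9 with the block and 1 and 2 with doublets kept. In neutrophil-like cells, with 90 and 8, they were 218 and 104 without the filter. Leaving out 1 sample turned some balances over. In Treg-like cells 82 and 58 became 4 and 10 without control sample 3. In cDC2-like cells 97 and 57 became 7 and 8, 8 and 9, and 15 and 21 without control samples 2, 3 and 4. In monocyte/macrophage-like cells 708 and 627 became 207 and 255, and 177 and 219, without iKO samples 1 and 2. They became 179 and 230, and 233 and 290, without control samples 2 and 4. Other left-out samples kept more genes higher in these classes. Leaving out a sample gave 85 to 151 genes in B-like, 102 to 195 in CD4 T-like, 271 to 603 in CD8 T-like, 14 to 367 in Treg-like, 15 to 284 in cDC2-like, 396 to 1685 in monocyte/macrophage-like and 63 to 120 in neutrophil-like cells. In mature DC-like cells it gave 0 to 121 by edgeR, with 763 to 909 at an unadjusted p under 0.05 where it called 0. The report names the samples behind each.

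Of the 38 list calls, 12 held under fry and 7 under the estimated correlation. For the type I list the losses were cDC2-like (adjusted p 0.0531) and mature DC-like cells (0.0870) by fry, and Treg-like (0.0765), cDC2-like (0.110), mature DC-like (0.119) and monocyte/macrophage-like cells (0.170) by camera with the estimated correlation. By exact permutation of per-sample list means 0 of 74 tests passed, 15 had an unadjusted p under 0.05, and the type I list had an adjusted p of 0.141 in 8 profiles and 0.192 in mature DC-like cells. With a smallest p of 0.0286, the permutation says little about stability. The type I list kept its direction under the other list tests, DESeq2 size factors, the block, thinning, all barcodes, doublets kept and leaving out a sample, and its camera call without any 1 sample. List tests were not run with DESeq2's test, and the alternatives of no filter and doubled resolution were not planned for them. The number of list calls was 33 to 51 without a sample. Calls were lost 18 times (camera adjusted p 0.0504 to 0.183). For the cytotoxic list this was in the whole sample without iKO sample 1 (0.0670) or 2 (0.108) or control sample 4 (0.134), in B-like cells without iKO sample 1 (0.0529) or control sample 1 (0.0601) or 4 (0.0790), and without iKO sample 2 in CD4 T-like (0.0912) and mature DC-like cells (0.0598). For chemokines it was in CD4 T-like cells without control sample 1 (0.106) or 2 (0.0521) and in mature DC-like cells without iKO sample 2 (0.183). For dissociation stress it was in the whole sample without control sample 4 (0.0504), in cDC2-like cells without iKO sample 2 (0.0912) and in neutrophil-like cells without iKO sample 2 (0.0654) or control sample 3 (0.171). For the immunosuppressive list in cDC2-like cells it was without iKO sample 1 (0.0683) or 2 (0.0654) or control sample 4 (0.113), and with doublets kept (0.0649). DESeq2 size factors, all barcodes and the block lost none. Of the 36 uncalled tests, 1 to 5 changed sign under normalization, block, cell filter, doublet or permutation alternatives and up to 6 became calls.

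The neutrophil-like share passed only by edgeR on cell counts (-2.06, adjusted p 0.0258) and was lower in iKO in all alternatives. The Treg-like share changed sign as percent of T and NK cells (-1.54 points). Without a sample the differences in points were -0.73 to 0.14 for NK-like (positive without control sample 3), -0.33 to 0.080 for cDC1-like and -1.13 to 0.14 for mature DC-like cells, changing sign 6 times; other classes kept theirs. Permuting within numbers allows 16 assignments, too few for any share to pass. The CD8 T-like against monocyte/macrophage-like difference was -0.45 (without iKO sample 3) to 0.043 (without iKO sample 1).

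Trex1 had 0 to 2 counts without a sample, 0 without control sample 2. Other normalizations, DESeq2's test, the block and thinning were not run for it. Of 131 named gene and profile combinations, 78 kept their call in all alternatives run and 104 in all but leaving out samples. Ccl12 in CD8 T-like cells changed sign at the doubled resolution (-1.16). Depth limits low genes: thinned to the smallest profile, 10 of 118 named combinations lost their call.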

Other observations

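The tests of CD8 T-like shares by sample number, of counts per cell and of 17 or 18 monocyte/macrophage markers were chosen only after the result was seen, and the ribosomal gene set was corrected after its first value was seen. All other tests of this part were set before their results.

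Chance was tested by fitting edgeR to all 35 splits of the 8 samples into 4 and 4. In each of the 9 profiles only 1 of 35 splits, the real one, called as many genes, so chance can be excluded only at 1 in 35, the smallest share possible, with each profile taken alone. This is weakest for mature DC-like cells, where another split gave 7 genes against 15 and leaving out any of 4 samples gave 0 by edgeR (iKO sample 1 and control samples 2, 3 and 4, with 763 to 909 at an unadjusted p under 0.05; DESeq2 gave 116 with all samples). Among the 8 splits that part all 4 sample numbers it was also 1. The largest count of any other split was 36, in CD8 T-like cells with samples 1 and 2 of both genotypes together, and the same split gave 14 in the whole sample. This says nothing of the pool: 0 pools held both genotypes, so a difference between library pools and an effect of genotype cannot be told apart for the type I interferon list or for any other difference here.

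A difference in total counts between profiles is argued against for the type I list, since after thinning to equal totals its mean log2 fold change was 1.68 to 2.00 over the 9 profiles. Counts per cell were not equalised, and were tested in pairs of an iKO and a control sample where the control sample had at least as many counts per cell. In CD8 T-like, Treg-like, cDC2-like and monocyte/macrophage-like cells there were 25 such pairs, and the list was higher in the iKO sample in all 25. The groups did not overlap in the list there, so every pair had to come out this way. The pairs also shared samples, such as 2 iKO and 4 control samples in CD8 T-like cells. The number of pairs therefore adds no weight. Control samples with at least as many counts per cell still had the lower list, which argues against counts per cell as the whole cause there. In the whole sample and in B-like, CD4 T-like, mature DC-like and neutrophil-like cells there was only 1 such pair, so a difference in counts per cell and an effect of genotype cannot be told apart in these.

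RNA from monocytes and macrophages is argued against as the whole source of the list's rise in CD8 T-like cells. That rise was 31.8% of the rise in monocyte/macrophage-like cells, while 15 of their 18 fixed markers reached 2.23% of their level there. Ly6c2, Plac8 and Ms4a6c had been left out, a choice the design did not fix. With Plac8 and Ms4a6c the 17 markers reached 7.14%, and rose in CD8 T-like cells from 1067 to 1570 CPM (log2 ratio 0.56) while they fell in the pool (-0.11). Plac8 alone went from 571 to 1152 CPM. All 18 reached 10.8%. Carried RNA at these levels would give 6.87% of the rise by 15 markers, 25.5% by 17 and 40.2% by 18. Taken alone, Ly6c2 would give 128% and Plac8 107%, and every other marker 2.80% to 44.4%. Carried RNA would bring all 18 markers at similar percents of their level in monocyte/macrophage-like cells. In iKO, Ly6c2 and Plac8 were at 50.6% and 33.2% of it, and the other markers at 1.06% to 12.3%. These values argue against carried RNA as the source of Ly6c2 and Plac8 there, and as the source of all of the rise. A part of the rise stays open. An effect of Trex1 loss on the list remains a hypothesis beside the pool, and beside the counts per cell where these were not separated. Carried RNA stays open beside it too, since for this list it was tested in CD8 T-like cells only.

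RNA released by other cells may account for some changes within classes. The fixed neutrophil markers fell in lymphoid-like classes by a median log2 ratio of -1.46, near the -1.59 of the whole pool, and did not follow the sample's own neutrophils. The neutrophil-like share of iKO sample 4 was 4.60 times that of iKO sample 1, and the markers in its lymphoid-like cells 0.852 times. A candidate explanation for the lower S100a8 in B-like cells is therefore free RNA from a pool with fewer neutrophils. For B cell markers in other classes the median was -0.40 against -1.51 in the pool, and they were higher in Treg-like and cDC2-like cells. Free RNA from B cells and a change within the classes cannot be told apart there, since control sample 3 was 1.62 times the other control samples in these markers with 6.65 times their share of B-like cells. The T cell markers rose in neutrophil-like and monocyte/macrophage-like cells by 0.66 on the log2 scale, against 1.34 in the pool, and the samples of the groups overlapped. Gzmb rose by 2.72, near its own 2.79 in the pool. Free RNA from CD8 T cells and expression in these cells cannot be told apart, since Gzmb followed the pool and the T cell markers did so only in part.

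Trex1 was nearly without counts in every sample, controls included. Of 268 protein-coding genes whose last 300 bases lie wholly in exons of another gene on the same strand, 69.0% had on average no more than 3 counts per sample. Of 21337 protein-coding genes without any such overlap it was 37.8% (Fisher's exact p = 8.84e-25). Genes with a partial overlap were left out. The low counts may therefore come from reads left out where Trex1 and Atrip overlap, and say nothing of whether Trex1 was lost.

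Ribosomal protein genes were mostly lower in iKO, with a mean log2 fold change over the classes below 0 for 80 of 82 genes under TMM and under DESeq2 size factors alike, and Rps10, singled out after its values were seen, was lower in all 8 classes. Reads shared with near-identical copies were tested by the correlation of this mean with the percent of the transcript's end that occurs in another gene. Over 84 genes Spearman's rho was -0.21 (permutation p = 0.0602). That set took in 2 kinases by their symbols, and without them rho was -0.23 over 82 genes (permutation p = 0.0389). The call depends on this correction, and ribosomal protein genes vary together, so that the permutation p is too small. Shared reads and a shift of the genes themselves cannot be told apart.

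CD8 T-like shares were higher in samples numbered 1 and 2 than in those numbered 3 and 4 of both genotypes, by 19.6 points (exact permutation within pools p = 0.0556, the smallest that 36 assignments can give). The labels do not say what a number marks, so a factor shared by samples of a number and variation between mice cannot be told apart.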
